# Identification of Pre-symptomatic Gene Signatures That Predict Resilience to Cognitive Decline in the Genetically Diverse AD-BXD Model

**DOI:** 10.3389/fgene.2019.00035

**Published:** 2019-02-06

**Authors:** Sarah M. Neuner, Sarah E. Heuer, Ji-Gang Zhang, Vivek M. Philip, Catherine C. Kaczorowski

**Keywords:** resilience, network analysis, Alzheimer’s, susceptibility, genetics, transcriptomics

## Abstract

Across the population, individuals exhibit a wide variation of susceptibility or resilience to developing Alzheimer’s disease (AD). Identifying specific factors that promote resilience would provide insight into disease mechanisms and nominate potential targets for therapeutic intervention. Here, we use transcriptome profiling to identify gene networks present in the pre-symptomatic AD mouse brain relating to neuroinflammation, brain vasculature, extracellular matrix organization, and synaptic signaling that predict cognitive performance at an advanced age. We highlight putative drivers of these observed relationships, including *Itgb2*, *Fcgr2b, Slc6a14*, and *Gper1*, which represent prime targets through which to promote resilience prior to overt symptom onset. In addition, we identify a genomic region on chromosome 2 containing variants that directly modulate resilience network expression. Overall, work here highlights new potential drivers of resilience to AD and contributes significantly to our understanding of early, potentially causal, disease mechanisms.

## Introduction

Alzheimer’s disease (AD) is the most common neurodegenerative disease, characterized by a combination of severe memory impairment and two classical neuropathologies, extracellular amyloid plaques and intracellular neurofibrillary tangles (Selkoe, 1991). According to the amyloid hypothesis, which has been extensively researched for decades, the formation and deposition of amyloid, particularly the toxic 1-42 amino acid species of beta-amyloid (Aβ1-42), is thought to be an initiating factor that leads to later neurodegeneration and cognitive impairment (Hardy and Selkoe, 2002; Selkoe and Hardy, 2016). However, many imaging and post-mortem studies of human brains have shown that substantial amounts of AD pathology, particularly plaque pathology, can be present in the brains of cognitively intact individuals (Morris et al., 1996; Negash et al., 2013). These individuals, who often meet the criteria for a pathological diagnosis of AD but remain asymptomatic, represent a clinically interesting subset of the population that exhibit a certain degree of resilience to what are typically highly deleterious neuropathologies.

Resiliency, defined as better cognitive functioning than predicted based on given pathological, genetic, or molecular characteristics, has been observed in both the general population (Hohman et al., 2016) and in families harboring high-risk genetic mutations that often confer early-onset or familial AD [FAD, (Ryman et al., 2014)]. While FAD is typically thought to be a severe form of the disease with an age of onset before 65, there is a wide range in the age at first symptom onset (Ryman et al., 2014). In both sporadic late-onset AD (LOAD) and FAD, disease onset is highly heritable (Gatz et al., 1997), indicating genetic factors likely play a large role in determining individual susceptibility or resilience. Identifying these specific genetic factors, particularly those that promote resilience, would provide key insight into disease mechanisms and nominate putative targets for therapeutic intervention, as strategies that delay disease onset even by a few years would provide much needed disease modifying therapies.

Despite the immense therapeutic potential presented by resilience factors, their identification in human populations remains elusive. Several studies have utilized FAD populations to identify modifiers of the age at first symptom onset (Lee et al., 2015), but these populations are typically not large enough to support genome-wide testing and identification of resilience factors. In addition, the identification of individuals with little to no family history of AD and who remain cognitively intact despite high pathology loads is almost impossible in the general population, as these individuals rarely enter the clinic. Even when resilient individuals enroll as part of an observational study, human-oriented research presents additional challenges. The human genome is incredibly complex, individuals are consistently exposed to a variety of uncontrollable environmental factors, and accessing critical disease-relevant tissue at early stages of disease is uncommon.

To overcome some of the barriers associated with studying AD in human populations, our lab and others have turned to the mouse as a model organism with which to study disease pathogenesis. FAD is often caused by inherited mutations in the genes encoding for amyloid precursor protein (*APP*) and presenilin 1 (*PSEN1*), and the cognitive and pathological symptoms observed strongly resemble those seen in late-onset AD (LOAD), the more prominent form of AD (Duara et al., 1993; Lippa et al., 1996; Day et al., 2016). As such, mouse models carrying human mutations in *APP* and/or *PSEN1* have emerged as a powerful way to study aspects of the human disease (Elder et al., 2010; Webster et al., 2014; Neuner et al., 2018). In addition, within the lab we can control environmental variables and access disease-relevant tissue at early disease time points, which is critical for understanding molecular mechanisms that drive AD-related cognitive decline. However, most AD mouse models utilize a single inbred strain (or single mixed background non-inbred strain), which precludes the identification of genetic factors underlying differential susceptibility or resilience to AD. To address this, our lab has developed the first genetically diverse transgenic AD mouse population (Neuner et al., 2018). This population, which we termed the AD-BXDs, combines two well-established resources, the 5XFAD transgenic model of AD (Oakley et al., 2006) and the BXD genetic reference panel (Peirce et al., 2004). The BXD genetic reference panel is a series of recombinant inbred mouse strains initially derived from a cross between the two common inbred strains C57BL/6J (B6) and DBA/2J (D2). As approximately 5 million polymorphisms segregate across these two strains (Wang et al., 2016), the BXD panel incorporates a substantial amount of genetic diversity into our studies but reduces complexity just enough to allow for well-powered genome-wide trait mapping with reasonable sample sizes. In addition, as each parental stain of this cross is fully inbred (B6.Cg-5XFAD, #34848-JAX, and each individual BXD strain), this approach allows for the rapid generation of genetically identical F1 AD-BXD mice, enabling repeated sampling across time and laboratories.

Here we take advantage of the inbred nature of the AD-BXD panel and identify transcriptional networks present at early stages of disease (6 months) that predict cognitive impairment later in disease (14 months). At 6 months of age, the AD-BXDs are cognitively unimpaired as a population relative to their non-transgenic littermates (Neuner et al., 2018) as measured by contextual fear conditioning, making the six-month time point ideal to profile networks present prior to overt symptom onset. Understanding the molecular mechanisms that occur early in disease may help to identify causal drivers of disease pathogenesis and therapeutic targets for interventions. As there is currently no cure of AD, work here is poised to contribute significantly to human health.

## Materials and Methods

### Bioethics

All mouse experiments occurred at University of Tennessee Health Science Center and were carried out in accordance with the principals of the Basel Declaration and standards of the Association for the Assessment and Accreditation of Laboratory Animal Care (AAALAC), as well as the recommendations of the National Institutes of Health Guide for the Care and Use of Laboratory Animals. The protocol was approved by the Institutional Animal Care and Use Committee (IACUC) at the University of Tennessee Health Science Center.

### Animals

All data used in this study came from mice that were part of the AD-BXD panel, which has been previously described (Neuner et al., 2018). Briefly, female B6 mice hemizygous for the 5XFAD transgene (B6.Cg-Tg(APPSweFlLon, PSEN1^∗^M146L^∗^L286V)6799Vas/Mmjax, Stock No. #34848-JAX) were mated to males from the BXD genetic reference panel (Peirce et al., 2004; Wang et al., 2016). As both of these resources (B6.5XFAD and individual BXD strains) consist of fully inbred mice, one generation of breeding results in isogenic F1 AD-BXD mice that harbor the 5XFAD transgene in combination with a genetically diverse BXD chromosome. As female 5XFAD mice are hemizygous, non-transgenic F1 mice were also generated (in approximately 50/50 ratio), but only results from 5XFAD positive F1 mice were included here, and mice are referred to as AD-BXD mice throughout the manuscript. Male and female AD-BXD mice were group housed with a mix of transgenic and non-transgenic same-sex littermates and maintained on a 12 h light/dark cycle.

### Contextual Fear Conditioning

Standard contextual fear conditioning (Neuner et al., 2015) was used to characterize cognitive function across the AD-BXDs at either 6 or 14 months of age. On the first day of training, mice were placed in a training chamber and four 0.9 mA 1 s foot shocks were delivered after a baseline period. Four post-shock intervals were defined as the 40 s following the offset of each foot shock and the percentage of time spent freezing during each interval was determined using FreezeFrame software (Colbourn Instruments, PA, United States). The percentage of time spent freezing following the final shock was used as a measure of contextual fear acquisition across the panel. Twenty-four hours after training, mice were placed back into the training chamber and the percentage of time spent freezing throughout the entire 10-min test was measured as an index of contextual fear memory. To evaluate the impact of genetic background, age, and sex on each of the contextual fear conditioning traits, a three-way ANOVA on individual-level data was run. Type III Sum of Squares for each term was compared to the SS value of the corrected total variance to calculate the percentage variance explained by each variable. For both contextual fear acquisition and contextual fear memory, strain background explained the majority of variance (19 and 15%, respectively – relative to 1% and 5% for age and 1% and 0.1% for sex). Strain/age/sex specific averages were generated to compare to RNA-sequencing and WGCNA results.

### RNA Sequencing

Initial RNA sequencing from hippocampus of the AD-BXD panel [5XFAD positive only; 6 months, *n* = 33 (15 females/18 males) and 14 months *n* = 36 (16 female/20 male)] has been previously reported [(Neuner et al., 2018), GEO accession number GSE101144]. Here, we expand upon this dataset and include RNA sequencing data from an additional 38 (32 female/6 male) 6 month and 50 (29 female/21 male) AD-BXD mice, for a total of 157 AD mice, 71 of which were 6 months of age (47 female/24 male) and 86 of which were 14 months of age (45 female/41 male). RNA-sequencing was performed as previously described (Neuner et al., 2018). Briefly, all samples were isolated using the Qiagen RNeasy Mini kit, libraries were prepared using Truseq Stranded mRNA Sample Preparation Kit (Illumina Inc.), and sequenced by 75 bp sequencing on an Illumina HiSeq2500. The GBRS pipeline was used to first align reads to a diploid B6/D2 transcriptome using Bowtie (Langmead et al., 2009) followed by an expectation maximization algorithm to quantify the number of reads aligned to either the *B* or *D* allele. The total number of reads assigned to a gene (across *B* and *D* alleles) was used here^1^. Genes were filtered to require an average of at least 1 transcript per million (TPM) in 50% of samples, RNA data was batch corrected using ComBat (Johnson et al., 2007; Leek et al., 2012), and biological replicates were averaged together for downstream analyses (Choi et al., 2017; Raghupathy et al., 2018). Specifically, samples from individual mice from the same strain, sex, and age were averaged together to derive one group average. Data from both GSE101144 and new data reported here (available now on GEO as GSE119215) represents data from 79 strain/sex/age groups across 28 background strains. Differential expression analysis comparing strain/sex averaged 6 month AD-BXD and 14 month AD-BXD gene expression was performed using DESeq2 (Love et al., 2014).

### Gene Set Enrichment Analysis

Gene set enrichment analysis (GSEA) was performed according to established procedures (Subramanian et al., 2005; Liberzon et al., 2011). Genes significantly differentially expressed relative to age in the AD-BXDs (14 months versus 6 months, adjusted *p*-value ≤ 0.05) were sorted by log_2_ fold change and uploaded to GSEA desktop software. Using the “GSEAPreranked” tool and the Molecular Signatures Database 3.0, Gene Ontology (GO) terms from all categories (Biological Process, Molecular Function, and Cellular Compartment) significantly enriched among either down-regulated or up-regulated genes were identified.

### Cell-Type Specific Enrichment Analysis

For cell-type specific enrichment analysis, a list of genes and their cell-type assignment based on max FPKM from single-cell RNA-sequencing in the mouse cerebral cortex was obtained from brainrnaseq.org (Zhang et al., 2014). A hypergeometric test was used to determine the statistical significance of overlap between our list of differentially expressed genes and lists of cell-specific genes. Only genes from differential expression that had a cell-type assignment were used; as such, the list of 12,978 genes downloaded from brainrnaseq.org was used as our background gene set for calculating statistical significance of overlap.

### Weighted Gene Co-expression Network Analysis

Weighted gene co-expression network analysis (WGCNA) was performed according to established methods (Langfelder and Horvath, 2008). Additional filtering required at least 1 TPM in 20% of samples, for a final gene list containing ∼16,000 genes. A minimum module size of 30 was implemented, and block-wise network construction was used to assemble modules using only 6 month-old AD-BXD RNA data. The WGCNA function GOenrichmentAnalysis was used to identify GO terms significantly enriched within each of the modules using a false discovery rate of 0.05. Hub gene identification using partial correlation analysis was performed using the Statistical Inference of Large-Scale Gaussian Graphical Model in Gene Networks (SILGGM) package in R (Zhang et al., 2018). Module eigengenes representing the first principal component of the expression matrix of the corresponding module were derived using standard methods within the WGCNA package (Langfelder and Horvath, 2008). These eigengenes were used as representative measures of gene expression profiles within a given module and are represented using arbitrary standardized units throughout the manuscript. To evaluate how increased module eigengene expression related to actual module member expression, we also derived a standardized module expression value from the mean expression level of all genes as previously reported (Mostafavi et al., 2018).

### Quantitative Trait Loci (QTL) Mapping

Genotypes for BXD strains were obtained from GeneNetwork.org (Mulligan et al., 2017). Module eigengenes as generated by WGCNA were exported and used as quantitative traits for downstream QTL mapping in r/qtl (Broman et al., 2003). Sex was used as an additive covariate and permutation tests were used to determine statistical significance.

### Statistical Analysis and Software

R software version 3.4.3 was used for data analysis. WGCNA version 1.63 was used for network analysis. Statistical tests included paired *t*-tests, ANOVA, hypergeometric tests for overlap, Spearman’s correlation, and permutation tests. Data are reported here as mean ± standard error unless otherwise stated.

## Results

### Inflammation and Loss of Synaptic Genes Underlie Population-Level Cognitive Decline in AD-BXDs

As a population, the AD-BXDs significantly decline in cognitive function from 6 months to 14 months of age (Figure 1). In order to first understand the population-level transcriptional changes driving this decline, we profiled the transcriptome from a total of 157 AD-BXD mice, 71 of which were 6 months of age (47 female/24 male) and 86 of which were 14 months of age (45 female/41 male). 

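RNA-seq values for 88 of these mice were analysed here, 38 at 6 months of age (32 female and 6 male) and 50 at 14 months of age (29 female and 21 male). All carried the 5XFAD transgenes, and mice of one strain and sex were isogenic. The mice of the earlier dataset were not analysed here. The authors aligned reads to a diploid transcriptome holding the B and D alleles of each gene, summed the reads estimated for both alleles, and gave the result for each mouse in expected counts, in TPM, and in TPM after batch correction with ComBat. The corrected TPM covered 21552 genes, and the counts and the uncorrected TPM covered fewer. Expected counts summed over the genes of the count table ranged from 5017501 to 41996538 per mouse at 6 months (median 20995227) and from 1698143 to 46896812 at 14 months (median 19178437). These sums cover part of the genes and are not the depth of the whole library. Genes with at least 1 TPM in at least 50% of the mice were kept, which left 12018 genes for the count test. Expected counts were averaged within each strain, sex and age and rounded to whole numbers. The ages were then compared with edgeR's quasi-likelihood test, with TMM normalization, sex as a covariate and Benjamini-Hochberg adjustment. Scores of marker genes were computed on the ComBat-corrected TPM as the mean log2(TPM + 1) of the markers, with negative corrected values set to 0. The score difference between the ages was adjusted for sex and tested with a two-sided permutation test of 100000 resamples that redrew age labels within each sex.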

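The mice analysed here formed 51 strain/sex/age groups across 26 background strains. At 6 months there were 21 groups (16 female and 5 male) from 18 strains, and at 14 months there were 30 groups (16 female and 14 male) from 22 strains. Both ages were present for 14 strains and for 15 combinations of strain and sex. Isogenic mice of one sex and age formed 47 pairs, whose log2(TPM + 1) values across genes had a median Pearson r of 0.991 and a lowest r of 0.899. Genes are not independent replicates in these correlations. The counts of each pair differed by more than sampling noise, with a chi-square of at least 3.93 per gene. No pair therefore looked like repeat sequencing of the same library. Separate mice differ in this way in any case, and those of the same strain, sex and age were averaged as stated above.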

Together, these mice represented a total of 79 sex/age groupings across 28 genetically diverse background strains, and biological replicates were averaged together for downstream analyses. 

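Among the genes tested, 2879 changed between 6 and 14 months of age at an adjusted p-value under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), of which 1708 were higher and 1171 were lower at 14 months. DESeq2 with the same groups and genes gave 3112 genes (1773 higher and 1339 lower). The alternative that moved the count most was restriction to females, which gave 1384 genes (994 higher and 390 lower). The largest increases were in Klk6, Spp1, C3, Gpnmb and Lcn2. Spp1 rose from 27.3 ± 13.5 TPM (SD, n = 21 groups) at 6 months to 131 ± 52.3 TPM (SD, n = 30 groups) at 14 months, a log2 fold change of 2.11 (standard error 0.22, adjusted p = 6.73e-10 from edgeR's quasi-likelihood test). C3 rose from 2.49 ± 1.44 to 9.18 ± 3.54 TPM over the same groups, a log2 fold change of 2.03 (standard error 0.19, adjusted p = 6.68e-11 from edgeR). For Klk6, Gpnmb and Lcn2, the log2 fold changes were 2.14, 2.03 and 1.69. The largest decreases were in Hbq1a, Nts, Chrna5, Kirrel2 and Egfl6 and were smaller. Nts, which encodes neurotensin, fell from 8.78 ± 2.68 to 5.30 ± 1.65 TPM, a log2 fold change of -0.72 (standard error 0.14, adjusted p = 9.62e-05 from edgeR). The log2 fold change of Hbq1a was -0.86, and it was not past the threshold in females alone (adjusted p = 0.107 from edgeR). With each strain left out in turn, the log2 fold change of Spp1 stayed between 2.03 and 2.25 and that of Nts between -0.78 and -0.58. The age effect differed between males and females at an adjusted p-value under 0.05 for 0 genes in edgeR, and at an unadjusted p under 0.05 for 319 genes.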

Differential expression analysis using DESeq2 identified a total of 1278 genes that significantly change in expression (774 upregulated and 504 downregulated, adjusted *p*-value < 0.05) throughout the course of aging. Using gene set enrichment analysis (GSEA), a slight but significant upregulation of genes enriched for immune-related functions was observed (Figure 2A), suggesting neuroinflammation increases with age in the AD-BXDs. This increase seems to be driven by an increase both in microglia and astrocytes, as up-regulated genes that show cell-type specificity in their expression profiles showed enrichment for both microglia and astrocyte localization (Figure 2B, hypergeometric test, *p* < 0.0001 and *p* = 0.02, respectively). This up-regulation of immune-related genes mirrors changes observed in brain tissue collected post-mortem from human AD patients relative to controls (Zhang et al., 2013; International Genomics of Alzheimer’s Disease Consortium, 2015). 

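Marker lists stood in for the gene ontology terms, since the enrichment software and its gene sets were not used here. The mean log2 score of 30 chemokine ligand genes was 2.11 ± 0.15 (SD, n = 21 groups) at 6 months and 2.37 ± 0.18 (SD, n = 30 groups) at 14 months. The difference adjusted for sex was 0.29 (two-sided permutation test, p = 1e-05, the smallest that the resamples can give; adjusted p = 4e-05 over 20 lists), and the score was higher at 14 months in 11 of the 15 combinations of strain and sex sampled at both ages. Of the 14 chemokine ligands in the count test, 8 were higher and 1 was lower at 14 months (two-sided Fisher's exact test for higher genes, adjusted p = 0.000903). Here and below, Fisher's test takes genes as independent. Genes that vary together across the same groups are not, so its p can be too small. Cxcl5 had a log2 fold change of 1.22 (standard error 0.17, adjusted p = 1.82e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), Cxcl16 one of 0.63 and Cxcl10 one of 1.06. The score of genes expressed by microglia at plaques rose by 0.70 (permutation test, adjusted p = 4e-05), and 8 of the 10 tested were higher. Ccl6 was in this list and that of chemokine ligands, and Trem2 and Tyrobp were in this list and that of microglia, so these lists overlap. From the enrichment of immune functions among upregulated genes, the paper proposes that neuroinflammation increases with age in the AD-BXDs.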

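The microglia score over 15 marker genes was 6.36 ± 0.30 (SD, n = 21 groups) at 6 months and 6.76 ± 0.19 (SD, n = 30 groups) at 14 months, an increase of 0.44 adjusted for sex (permutation test, adjusted p = 4e-05). It was higher at 14 months in 14 of 15 strain and sex combinations. In the count test, 13 of the 15 microglia markers were higher and 0 were lower. C1qa rose from 317 ± 80.1 to 479 ± 81.6 TPM, with a log2 fold change of 0.67 (standard error 0.096, adjusted p = 3.61e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), while Cx3cr1 and Laptm5 had log2 fold changes of 0.38 and 0.49. The astrocyte score over 12 markers rose by 0.24, from 7.27 ± 0.13 to 7.50 ± 0.087 (permutation test, adjusted p = 4e-05), in 14 of 15 combinations. Of the 11 astrocyte markers in the count test, 7 were higher, among them Gfap (918 ± 276.3 to 1665 ± 339 TPM, log2 fold change 0.90, adjusted p = 2.16e-08 from edgeR's quasi-likelihood test), Aqp4 and Clu. The scores of endothelial cells and of oligodendrocyte precursor cells differed by 0.020 and 0.050, and neither difference was past the threshold (permutation test, adjusted p = 0.541 and 0.212).

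**Figure D1:**
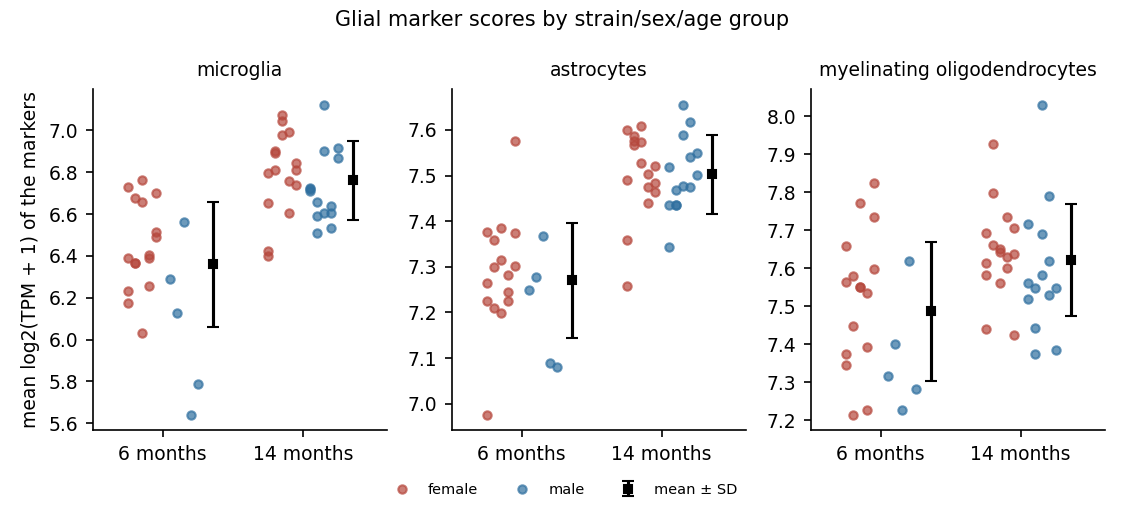
Mean log2(TPM + 1) of the markers of microglia, astrocytes and myelinating oligodendrocytes at 6 and 14 months of age. Each point is one strain/sex/age group, coloured by sex, and the black squares with bars are the mean and SD over the 21 groups at 6 months and the 30 groups at 14 months.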

Interestingly, there was also a significant enrichment among positively changed genes for expression in myelinating oligodendrocytes. In contrast, a robust downregulation of genes specifically enriched for localization to synapses, with functions involved in channel activity was observed (Figure 2C). 

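The score of 12 genes of myelinating oligodendrocytes was 7.49 ± 0.18 (SD, n = 21 groups) at 6 months and 7.62 ± 0.15 (SD, n = 30 groups) at 14 months. The increase adjusted for sex was 0.15 (permutation test, adjusted p = 0.00491), seen in 12 of 15 strain and sex combinations. In females alone it was 0.12 and not past the threshold (permutation test, adjusted p = 0.0763). Of the 11 markers in the count test, 6 were higher and 0 were lower (two-sided Fisher's exact test for higher genes, adjusted p = 0.00662). Trf rose from 405 ± 101 to 576 ± 102 TPM, a log2 fold change of 0.61 (standard error 0.073, adjusted p = 1.21e-08 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Mobp and Ermn changed less, with log2 fold changes of 0.25 and 0.21, and Ermn was not past the threshold in females alone or with each combination of strain and sex as a block (adjusted p = 0.0989 and 0.0898 from edgeR's quasi-likelihood test). The markers of newly formed oligodendrocytes differed by 0.042, which was not past the threshold (permutation test, adjusted p = 0.237). In the count test, 3 of 6 were higher and 0 were lower (two-sided Fisher's exact test for higher genes, adjusted p = 0.117).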

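Decreases in synaptic genes were small beside the increases in glial genes. The score of 24 synaptic vesicle genes was 7.49 ± 0.097 (SD, n = 21 groups) at 6 months and 7.41 ± 0.086 (SD, n = 30 groups) at 14 months. The difference adjusted for sex was -0.080 (permutation test, adjusted p = 0.0109), and the score was higher at 14 months in 3 of 15 strain and sex combinations. Of 21 such genes in the count test, 12 were lower and 0 were higher (two-sided Fisher's exact test for lower genes, adjusted p = 8.85e-07). Sv2a had a log2 fold change of -0.082 (standard error 0.022, adjusted p = 0.00375 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and Sv2b one of -0.13. With each combination of strain and sex as a block, Sv2a was not past the threshold (adjusted p = 0.164 from edgeR's quasi-likelihood test). Channels were represented by the ionotropic glutamate receptors, whose score over 15 genes differed by -0.090 (permutation test, adjusted p = 0.0415), with 5 of 14 genes lower in the count test. Grin1 fell from 279.4 ± 23.0 to 254.8 ± 19.0 TPM, a log2 fold change of -0.14 (standard error 0.027, adjusted p = 6.94e-05 from edgeR's quasi-likelihood test). The log2 fold changes of Gria1 and Gria3 were -0.16 and -0.15, and neither gene was past the threshold in females alone (adjusted p = 0.0617 and 0.0765 from edgeR's quasi-likelihood test). The postsynaptic density score differed by -0.083 (permutation test, adjusted p = 0.0415). The difference in GABA-A receptors was -0.074 and not past the threshold (permutation test, adjusted p = 0.0891). With each combination of strain and sex as a block it was -0.13 and past it (two-sided exact sign-flip test, adjusted p = 0.0160). Without batch correction, the differences in the glutamate receptor and postsynaptic density scores were -0.081 and -0.078 and were not past the threshold (permutation test, adjusted p = 0.146 and 0.164).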

As expected based on GO term enrichments, down-regulated genes that show cell-type specificity in their expression profiles showed enrichment for neuronal localization (Figure 2D, hypergeometric test, *p* < 0.0001), reminiscent of neurodegeneration observed in the classical 5XFAD model (Oakley et al., 2006) and human AD patients (Crews and Masliah, 2010).

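The neuronal score over 14 markers was 8.77 ± 0.081 (SD, n = 21 groups) at 6 months and 8.70 ± 0.070 (SD, n = 30 groups) at 14 months. The difference adjusted for sex was -0.086 (permutation test, adjusted p = 0.000833), and the score was higher at 14 months in 1 of 15 strain and sex combinations. Of the 11 neuronal markers in the count test, 6 were lower and 0 were higher (two-sided Fisher's exact test for lower genes, adjusted p = 0.00123). Among these markers, Syp, Snap25 and Syt1 were also in the synaptic vesicle list and Camk2a in the postsynaptic density list. The neuronal result is therefore not independent of those above. Rbfox3, which encodes the nuclear marker NeuN, fell from 188 ± 17.3 to 175.9 ± 12.8 TPM, a log2 fold change of -0.12 (standard error 0.024, adjusted p = 0.000121 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Syp and Snap25 had log2 fold changes of -0.12 and -0.088, and neither was past the threshold in females alone (adjusted p = 0.120 and 0.121 from edgeR's quasi-likelihood test). Snap25 was also not past it with limma on the corrected TPM (adjusted p = 0.0818). The same held in 2 of the 26 edgeR fits that each left out one strain.

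**Figure D2:**
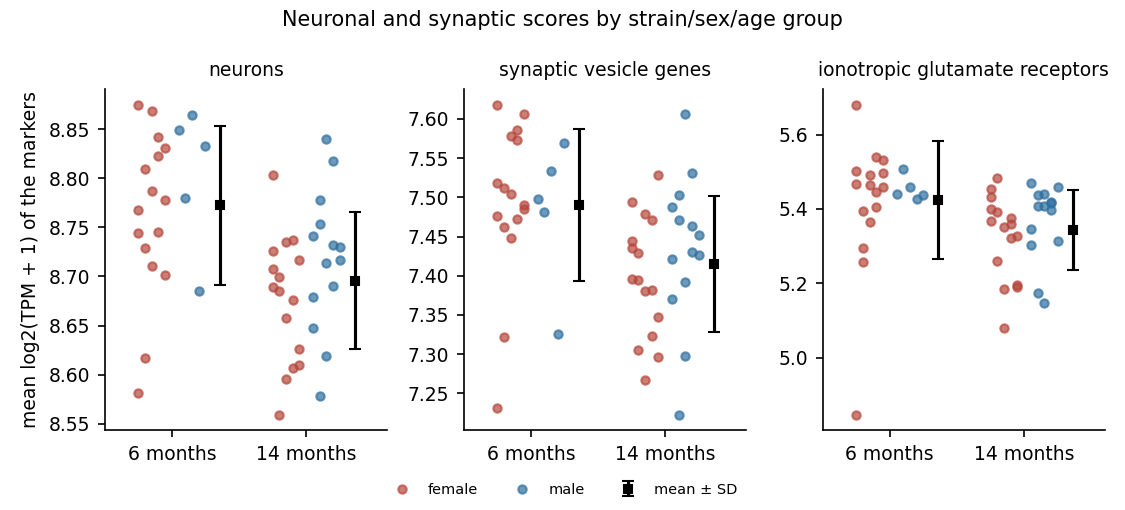
Mean log2(TPM + 1) of neuronal markers, synaptic vesicle genes and ionotropic glutamate receptors at 6 and 14 months of age. Each point is one strain/sex/age group, coloured by sex, and the black squares with bars are the mean and SD over the groups of an age. The means at 14 months are lower in every panel and the groups of both ages overlap.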

**FIGURE 1:**
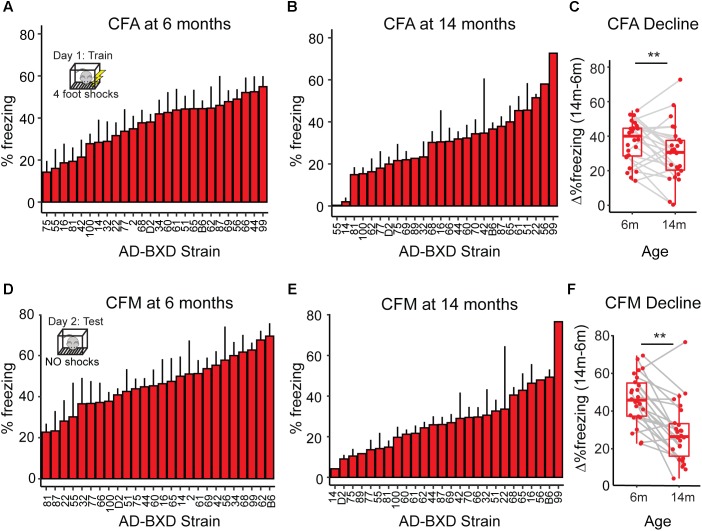
Cognitive function declines with age across genetically diverse AD mice. **(A)** At 6 months of age, heritable variation in contextual fear acquisition (CFA) exists across AD-BXDs, as measured by freezing following the final shock during the training trial of contextual fear conditioning. **(B)** Variation in CFA also exists at 14 months. **(C)** As a population, the AD-BXD panel declines significant in CFA performance with age [ANOVA main effect of age, *F*(1, 354) = 3.3, *p* < 0.001], although the extent of this decline varies widely by background strain. **(D)** At 6 months of age, heritable variation in contextual fear memory (CFM) exists across the AD-BXDs, as measured by total freezing during the 10-min testing trial of contextual fear conditioning. **(E)** Variation also exists at 14 months. **(F)** As a population, the AD-BXD panel declines significantly with age [ANOVA effect of age, *F*(1, 354) = 3.5, *p* < 0.001], although as with CFA, the extent of this decline varies widely across background strain. ^∗^Raw data originally reported in (Neuner et al., 2018). Each point in C and F represents a strain/age average.

**FIGURE 2:**
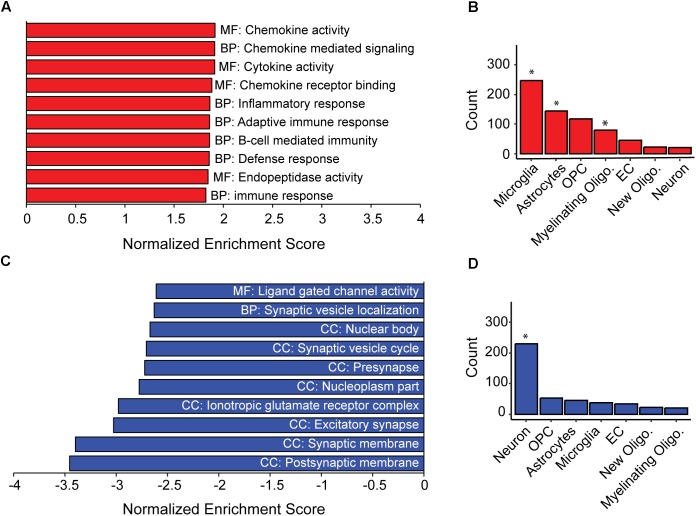
Inflammation and loss of synapses likely underlie population-level cognitive decline in AD-BXDs. **(A)** Gene set enrichment analysis (GSEA) identified a significant enrichment for gene ontology (GO) terms related to immune function among genes up-regulated with age across AD-BXDs. Designations before each term indicate category of GO term; MF, Molecular function, BP, Biological process, CC, Cellular compartment. **(B)** Genes upregulated in 14 month AD-BXDs that show cell-type specificity in their expression profiles showed enrichment for localization to microglia (*p* < 0.001), astrocytes (*p* = 0.02), and myelinating oligodendrocytes (*p* < 0.001), but not oligodendrocyte precursor cells (OPCs), endothelial cells (EC), newly formed oligodendrocytes (new oligo.), or neurons. **(C)** Among genes down-regulated in 14 month AD-BXDS, GSEA identified a significant enrichment for terms related to neuron function and in particular, synapse localization. **(D)** Genes upregulated in 14 month AD-BXDs that show cell-type specificity in their expression profiles showed enrichment for localization to neurons (*p* < 0.001). ^∗^*p* < 0.05.

### Characterization of Pre-symptomatic AD Transcriptional Network

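The 6-month data analysed here were the ComBat-corrected TPM of 38 mice, averaged within strain and sex to 21 groups. At least 1 TPM in at least 20% of these mice was reached by 16147 genes. The co-expression network itself was not rebuilt, since the 6-month mice of the earlier dataset were not analysed here. Module members were taken from the genes that Supplementary Table S1 names under its enriched terms, matched by Entrez identifier to the Ensembl identifiers of the expression tables. The corrected TPM of each gene was standardized across the groups, and the members of a module were compared with random lists of as many genes matched on mean expression.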

To begin to understand transcriptional networks present prior to overt symptom onset, we used weighted gene co-expression network analysis (WGCNA, Figure 3A,B) to identify modules of highly correlated genes present among genes that were expressed at a level of at least one transcript per million (TPM) in >20% of our samples. As groups of highly co-expressed genes presumably function in similar biological processes or pathways, module construction using only 6 month AD-BXD samples should provide a snapshot of the transcriptional profile within the pre-symptomatic population (Langfelder and Horvath, 2008). From WGCNA, we identified 43 modules ranging in size from 35 to 2038 genes. 

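Supplementary Table S1 as read here named members of 29 module labels, the grey label for unassigned genes included. Across the strain/sex groups at 6 months, the mean pairwise Pearson r of the listed members exceeded that of 1000 random lists matched on expression at p under 0.05 for 22 of these labels. By mean pairwise r, the darkgray members had rank 2 and the pink members rank 6. Apart from the grey label, the members had been chosen for co-expression in 6-month data that include these mice, so an excess over random lists was set in advance and is no test of the modules.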

Of the 43 modules, 27 were enriched for at least one functional category (gene ontology, GO term) at FDR ≤ 0.05. A variety of GO terms were represented (Supplementary Table S1), including immune processes, neuronal function, mRNA binding, protein binding, and myelination, suggesting we are capturing a number of physiologically relevant processes occurring in young AD-BXD mice.

**FIGURE 3:**
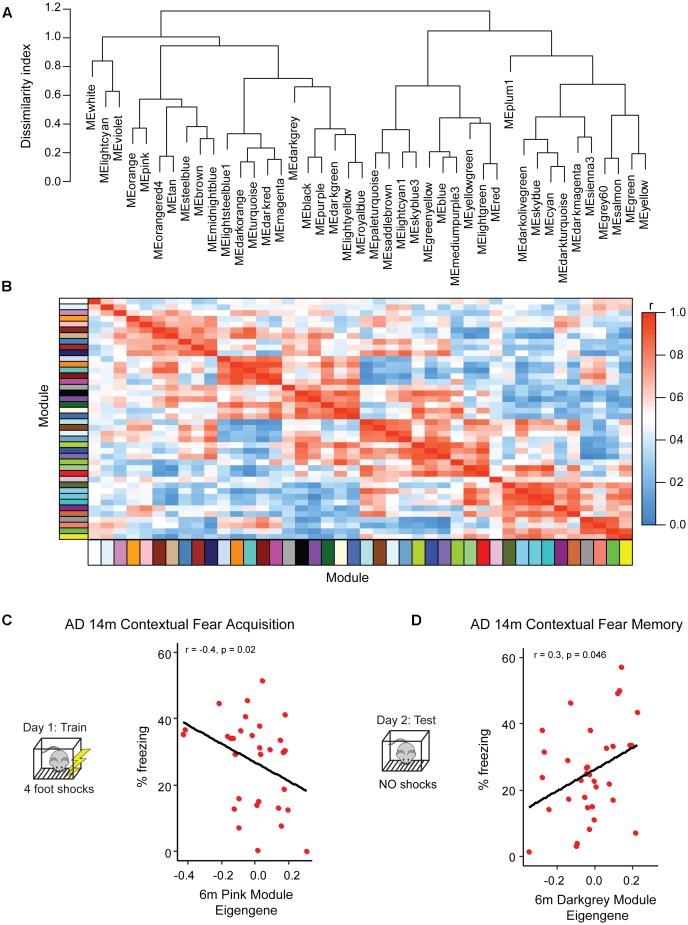
Identification of pre-symptomatic gene signatures predictive of AD resilience. To profile gene networks present in pre-symptomatic AD-BXDs, we performed weighted gene-co-expression network analysis (WGCNA) on hippocampal RNA-sequencing data. Modules were summarized by a single module eigengene (i.e., the first principal component) to simplify network visualization and analyses (Langfelder and Horvath, 2007). **(A)** Dendrogram depicting hierarchical clustering of all module eigengenes; dissimilarity indices were calculated by subtracting the r value for any given correlation from 1. **(B)** Heatmap illustrating correlation strength across the module eigengene network. **(C)** Expression of the 6 month pink module, as measured by the module eigengene, significantly correlates with strain-matched 14 month contextual fear acquisition (CFA). **(D)** Expression of the 6 month darkgray module significantly correlates with strain-matched 14 month contextual fear memory (CFM).

### Select Pre-symptomatic Gene Signatures Correlate With Cognitive Function Later in Disease

Although as a population the AD-BXDs decline with age, the extent of cognitive decline varies widely across the panel. Background strain explains a large portion of observed variation in cognitive decline (19% of total variance in contextual fear acquisition and 15% of the total variation in contextual fear memory) across 6 and 14 month-old AD-BXDs (Figure 1). To identify which, if any, of our identified modules correlate with this observed strain-specific variation in cognitive decline, we first summarized module expression using the module eigengene (ME) generated by WGCNA. In order to generate the ME, the expression of all genes in a given module is summarized via principal component analysis in order to obtain the first principal component, which explains the largest proportion of expression variation across a module. A ME is particularly useful as it reduces dimensionality of a module to a single representative measure, which then can be used to relate module expression to both genotypes and external phenotypes. Here, we correlate ME expression at 6 months to strain-matched cognitive performance at 14 months to obtain a quantitative measure of transcriptional networks that predict strain-specific susceptibility or resilience to AD-related cognitive decline. The module most highly correlated with contextual fear acquisition, as measured by freezing following the final shock on day 1, was the pink module (*r* = -0.4, nominal *p* = 0.02, Figure 3C), which was significantly enriched for over 200 GO terms at an FDR ≤ 0.05 (Supplementary Table S1). A vast majority of these terms involved immune system function, including immune system process, immune response, and regulation of cytokine production. 

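Of the pink genes that Supplementary Table S1 names, 281 passed the expression filter at 6 months. Their first principal component held 54.7% of the variance across 21 strain/sex groups, against a median of 29.7% and a 99th percentile of 33.0% for 10000 random lists matched on expression. Their mean pairwise Pearson r was 0.486, against a median of 0.0782 for the random lists, which describes the size of a co-expression for which the members had been chosen. The differences between groups were set beside those between isogenic mice in 12 strain/sex groups with at least 2 mice at 6 months (29 mice). The intraclass correlation of the pink score was 0.333 (one-sided permutation test within sex, p = 0.176, adjusted p = 0.439), so variance between groups was not distinguishable from 0 with these mice.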

Given the enrichment of immune-related terms among genes that increase with aging in the AD-BXDs (Figure 2A), the identification of an immune-enriched module as a critical predictor of late-life learning abilities suggests the ability of a strain to modify or fine-tune these processes as early as 6 months is critical for disease progression. 

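The genes listed for the pink module at 6 months were also measured at 14 months. Their mean log2(TPM + 1) was 3.66 ± 0.20 (SD, n = 21 groups) at 6 months and 4.01 ± 0.12 (SD, n = 30 groups) at 14 months, an increase of 0.37 adjusted for sex (permutation test, adjusted p = 4e-05), in 14 of 15 strain and sex combinations. Of the pink members in the count test, 86.5% were higher and 0.794% were lower at 14 months. The log2 fold change was 0.99 for Fcgr2b (standard error 0.12, adjusted p = 1.12e-08 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 0.50 for Ctsh, 0.39 for Hcls1 and 0.52 for Itgb2. Across the fits that each left out one strain, that of Fcgr2b stayed between 0.91 and 1.05.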

A single 6 month module, the darkgray module (Figure 3D) was identified as highly correlated with 14 months contextual fear memory performance as measured by the percentage of time spent freezing throughout the 10-min test (*r* = 0.3, nominal *p* = 0.046). 

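For the darkgray module, Supplementary Table S1 named 99 genes, and all passed the expression filter at 6 months. Their first principal component held 68.2% of the variance across the strain/sex groups, against a median of 27.2% and a 99th percentile of 32.5% for 10000 random lists matched on expression. The mean pairwise Pearson r of these members was 0.649, against a median of 0.0985 for the random lists, again for members chosen for co-expression. With each strain left out in turn, the share of the first principal component stayed between 66.6% and 69.7%. The intraclass correlation of the darkgray score in isogenic mice was 0.0495 (one-sided permutation test within sex, p = 0.385, adjusted p = 0.588), so variance between groups was not distinguishable from 0 here either.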

The darkgray module was also significantly enriched for a number of GO processes, although a smaller number than the pink module (*n* = 50). A large number of these GO terms related to extracellular matrix organization, extracellular organelle and vesicle localization, and aspects of protein binding (integrin binding, heparin binding, calcium ion binding, etc.). Interestingly, the identification of the darkgray module also highlights a putative role for brain vasculature in disease progression, as the module was significantly enriched in the GO terms blood vessel development, circulatory system development, cardiovascular system development, blood vessel morphogenesis, and angiogenesis (*FDR* ≤ 0.05).

### Identification of Specific Drivers of Module-Trait Associations

While GO enrichment analyses give a broad snapshot of specific functions and pathways that may be targeted to promote resilience, one of the strengths of network analysis is that specific ‘hub genes’, or drivers of intra-modular connectivity, can be identified. These genes represent ideal therapeutic targets with which to manipulate the transcriptome on a modular level, as they are highly connected to other genes within a given module. However, traditional hub gene identification in WGCNA relies simply on a measure of gene-gene correlation (Langfelder and Horvath, 2008), and sometimes identifies a number of indirect connections such that if gene A regulates gene B and gene B regulates gene C, gene A and C will be appear to be highly connected based on their mutual relationship with gene B. To limit the use of indirect connections in nominating hub genes, we utilized partial correlation analysis (Zhang et al., 2018), where measures of gene-gene correlations are obtained by conditioning on all other genes in the module, such that the only genes that would appear to be connected in the previous scenario are genes A and B and genes B and C, but not genes A and C. It was our hypothesis that this approach would nominate hub gene candidates that could be targeted to most efficiently and directly modulate the broader network. In addition to hub genes, we were interested in module members highly correlated with the specific trait of interest themselves, independent of relationship to the ME or other module members. In order to come up with a list of candidates that may be targeted to promote networks hypothesized to be underlying resilience (i.e., the pink and darkgray modules), we selected genes appearing both in the list of top 30 hub genes remaining after partial correlation analysis and which exhibited significant correlation with either contextual fear acquisition or memory or at a *p*-value ≤ 0.05. The top 4 candidates from each module were identified and their relationship with 14 m cognitive performance is highlighted in Figure 4. 

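The expression of these genes was measured in the strain/sex groups at 6 months, and behavioural scores were not analysed here. In the pink module, Fcgr2b had 17.3 ± 6.37 TPM (SD, n = 21 groups, range 4.28 to 29.3) and Ctsh had 30.3 ± 6.39 TPM (range 20.5 to 43.8). Over the same groups, Hcls1 had 12.1 ± 2.29 TPM (range 6.51 to 15.4) and Itgb2 had 12.8 ± 3.56 TPM (range 5.46 to 18.2). In the darkgray module, Slc6a13 had 9.38 ± 4.30 TPM (range 3.05 to 16.7) and Eln had 5.86 ± 1.48 TPM (range 4.13 to 9.58). The more abundant Acta2 had 22.0 ± 9.60 TPM (range 8.98 to 42.0), and the less abundant Gper1 had 2.21 ± 0.411 TPM (range 1.47 to 3.26). The lowest Fcgr2b, Hcls1 and Itgb2 and the highest Eln, Acta2 and Gper1 were all in the male B6 group, which held 1 mouse. By correlation with the first principal component of the listed members, Fcgr2b had rank 1, Itgb2 rank 3, Hcls1 rank 51 and Ctsh rank 73 among 281 pink members. Slc6a13 had rank 2, Eln rank 24, Acta2 rank 36 and Gper1 rank 90 among 99 darkgray members. This ranking uses plain correlations and not the partial correlations of the paper. Among isogenic mice, the intraclass correlations of the pink candidates were 0.257 for Fcgr2b, 0.317 for Ctsh, 0.376 for Hcls1 and 0.392 for Itgb2. Those of the darkgray candidates were -0.117 for Slc6a13, -0.0312 for Eln, -0.0893 for Acta2 and 0.0212 for Gper1. The smallest adjusted p among these genes was 0.428 (one-sided permutation test within sex).

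**Figure D3:**
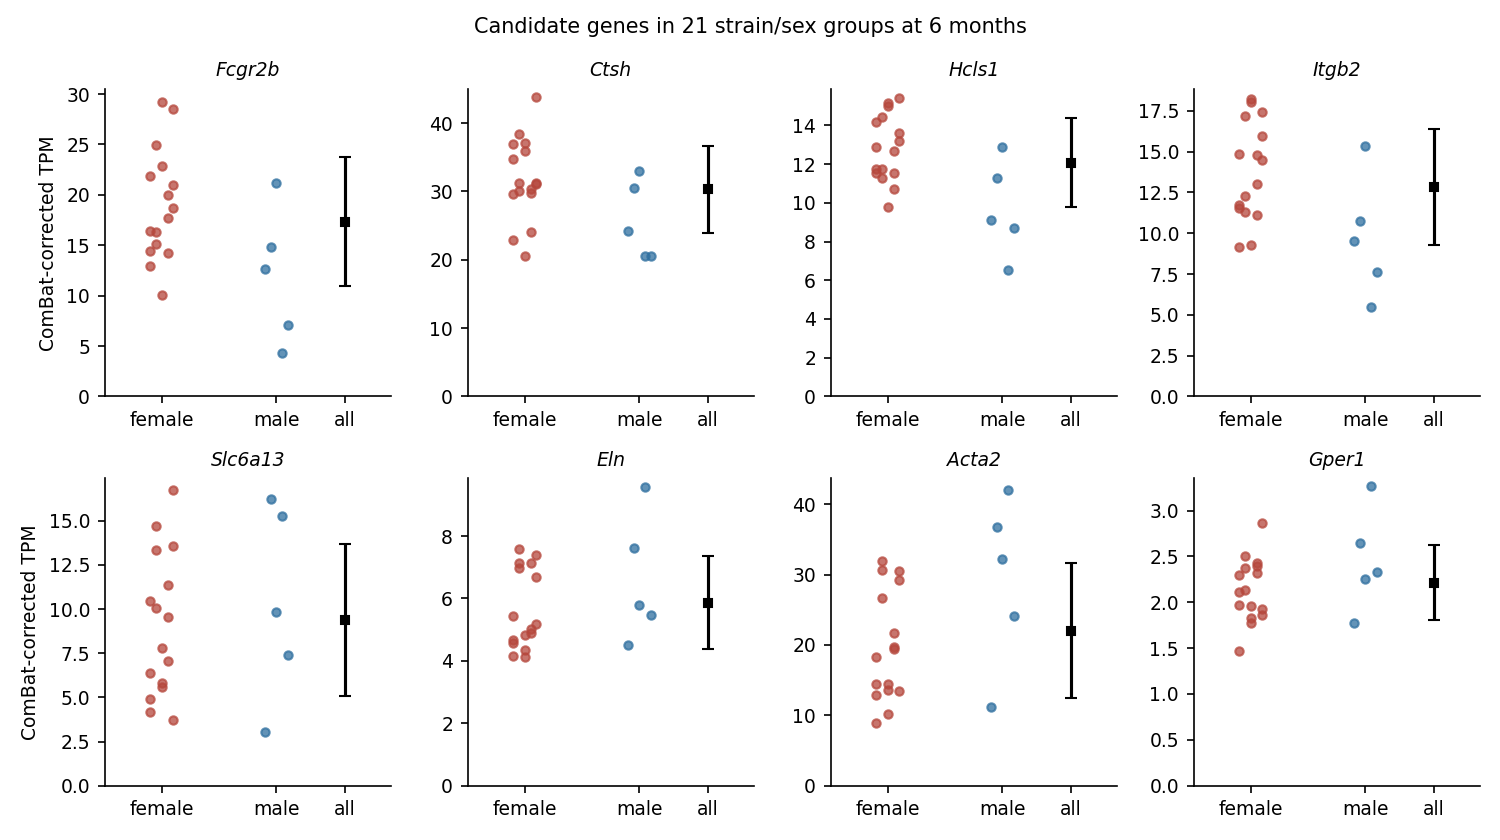
ComBat-corrected TPM of the candidate genes at 6 months of age. Each point is one strain/sex group, coloured by sex, and the black square with bars is the mean and SD over 21 groups.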

A number of candidates with known links to AD were identified, including low affinity immunoglobulin gamma Fc region receptor II-b (*Fcgr2b*) (Kam et al., 2013), as well as candidates not well studied in the context of aging or AD, including G-protein coupled estrogen receptor 1 (*Gper1*) (Briz et al., 2015), both validating our approach and identifying novel candidates that likely contribute to disease onset.

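In the GRCm38 annotation, Fcgr2b (ENSMUSG00000026656) lies on chromosome 1 from 170958617 to 170976547 on the minus strand, and Gper1 (ENSMUSG00000053647) lies on chromosome 5 from 139423151 to 139427800 on the plus strand. Both are annotated as protein-coding. Across the strain/sex groups at 6 months, the r of Fcgr2b with the first principal component of the listed pink members was 0.969. For Gper1, the r with the darkgray component was 0.689, below the median of 0.846 over the listed darkgray members.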

**FIGURE 4:**
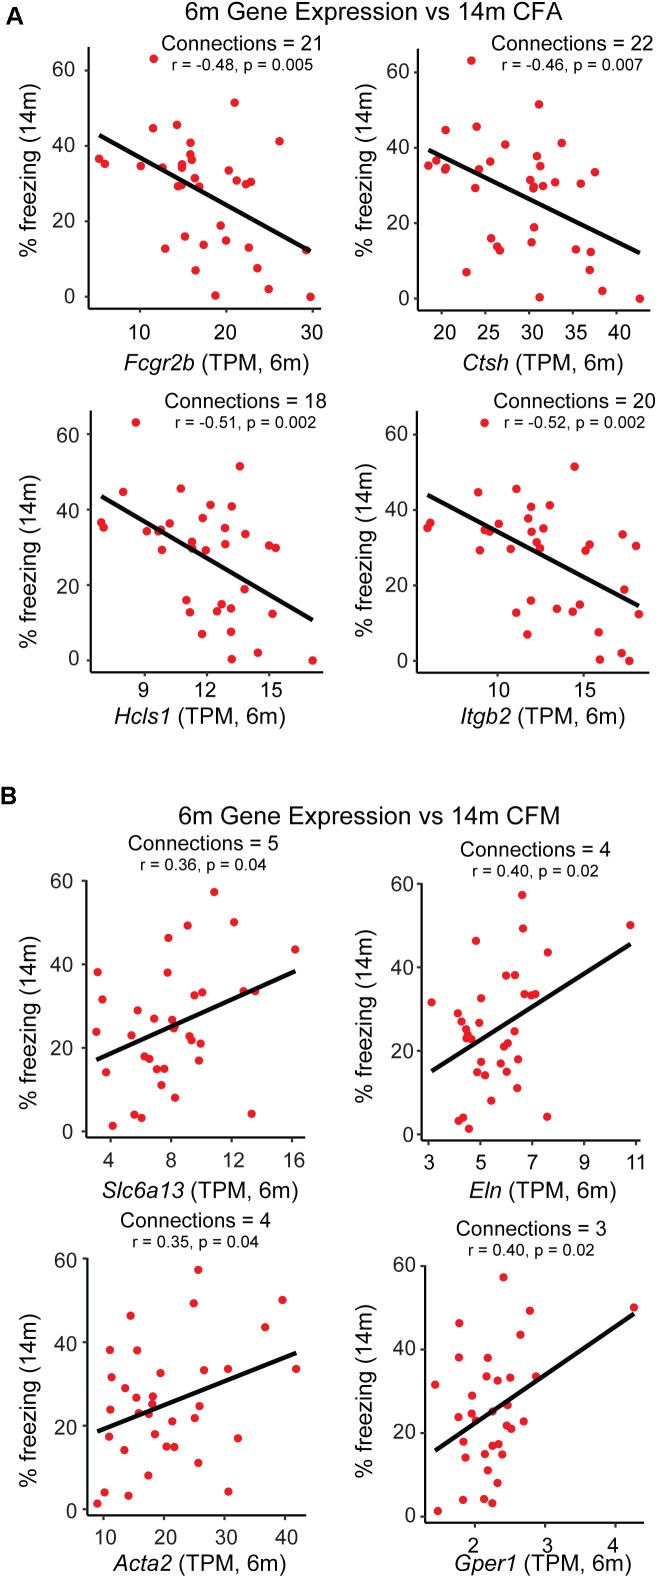
Identification of putative candidate genes that may be targeted to promote resilience networks. A combination of hub gene identification via partial correlation analysis and single-gene correlation prioritization was used to identify likely candidates driving the association between 6 month modules and 14 month cognitive performance. **(A)** Gene expression of putative candidates *Fcgr2b*, *Ctsh*, *Hcls1*, and *Itgb2* at 6 months is plotted against strain-matched 14 month contextual fear acquisition (CFA). **(B)** Gene expression of putative candidates *Slc6a13*, *Eln*, *Acta2*, and *Gper1* at 6 months is plotted against strain-matched 14 month contextual fear acquisition (CFM). TPM = transcripts per million.

### Genomic Region on Chromosome Two Underlies Variation in Resilience Networks

As the AD-BXD population was derived from the BXD genetic reference panel, which has been densely genotyped, we can begin to investigate the contribution of specific genetic variants to observed phenotypes, including the variation in transcriptional networks described here. In order to identify regions of the genome involved in regulating observed variation in identified resilience networks, we performed quantitative trait loci (QTL) mapping using either the pink or darkgray ME as a quantitative trait. No QTLs were identified for the pink module, but there was a significant QTL on chromosome 2 identified as a regulator of the darkgray module (Figure 5A). Strains carrying a copy of the D2 (*D*) allele at the peak QTL marker had lower expression of the darkgray module, as represented by lower ME values (Figure 5B), and lower contextual fear memory performance at 14 m (Figure 5C). 

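For the 99 listed darkgray members, the first principal component across the strain/sex groups at 6 months had a Pearson r of 0.9997 with the mean standardized expression of the same genes. For a list whose members mostly correlate positively, these are nearly the same quantity.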

We confirmed higher ME values were associated with higher module member expression by relating the mean standardized expression level of all member genes (Mostafavi et al., 2018) to the WGCNA-derived eigengene (*r* = 0.93, *p* < 0.01). These results demonstrate the presence of genetic variants in the region that significantly modify the expression of the group of genes that make up the darkgray module and contribute to variation in cognitive decline. The identified interval is large (∼30 Mb), so pinpointing the causal variant is difficult. 

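In the GRCm38 annotation, Spag6 (ENSMUSG00000037708) lies on chromosome 2 from 18694032 to 18750413 on the plus strand, Ptgds (ENSMUSG00000015090) lies on chromosome 2 from 25466709 to 25470046 on the minus strand, and Olfml2a (ENSMUSG00000046618) lies on chromosome 2 from 38931978 to 38963753 on the plus strand. All are annotated as protein-coding. Across 21 strain/sex groups at 6 months, expression was 3.33 ± 0.815 TPM (SD) for Spag6, 1.44 ± 0.607 TPM for Olfml2a and 1507 ± 798 TPM for Ptgds. Ptgds and Olfml2a were among the listed darkgray members, with ranks 32 and 33 by correlation with the first principal component. Spag6 was not among the listed members, and its r with the darkgray component was -0.434. Spag6 has a paralog, Spag6l, and the authors' alignment could have split reads between these genes.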

Three module members, sperm associated antigen 6 (*Spag6*), olfactomedin-like 2A (*Olfml2a*), and prostaglandin D2 synthase (*Ptgds*) appear in the QTL interval, although as they were not top hub genes identified via partial correlation analysis, it’s unclear if they play a causal role in regulating module expression. These positional candidates are highly correlated with hub genes *Slc6a13* and *Eln*, suggesting they associate more strongly with the darkgray CFM module than the pink CFA module. 

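Spag6, Olfml2a and Ptgds were each correlated with the candidate genes across 21 strain/sex groups at 6 months, with two-sided permutation tests and Benjamini-Hochberg adjustment over all pairs. In these permutation tests, the smallest p that the resamples can give is 1e-05. Ptgds had a Pearson r with Slc6a13 of 0.936 (p = 1e-05, adjusted p = 6e-05), with a Spearman's rho of 0.945 (p = 1e-05), both from permutation. Its r with Eln was 0.815 (p = 2e-05, adjusted p = 9.6e-05), with a Spearman's rho of 0.822 (p = 3e-05), both from permutation. Olfml2a had an r with Slc6a13 of 0.837 (p = 1e-05, adjusted p = 6e-05), with a Spearman's rho of 0.784 (p = 6e-05) and an r with Eln of 0.809 (p = 1e-05, adjusted p = 6e-05), with a Spearman's rho of 0.765 (p = 6e-05) from the same permutation tests. Spag6 was negatively correlated with both hub genes. Its r with Slc6a13 was -0.488 (p = 0.0236, adjusted p = 0.0545), with a Spearman's rho of -0.425 (p = 0.0559), and its r with Eln was -0.481 (p = 0.0281, adjusted p = 0.0563), with a Spearman's rho of -0.378 (p = 0.0918) from the same permutation tests. Without the 2 groups farthest from the median of the positional gene, the r with Slc6a13 and Eln was 0.942 and 0.831 for Ptgds and 0.775 and 0.728 for Olfml2a. For Spag6 it was -0.284 and -0.284. On the log2 scale the Spag6 correlations passed the threshold, at -0.543 with Slc6a13 and -0.504 with Eln (permutation test, adjusted p = 0.0245 and 0.0382). With the pink candidates, the r of Ptgds lay between -0.105 and 0.257, that of Olfml2a between 0.0384 and 0.299 and that of Spag6 between 0.0900 and 0.359, and the smallest adjusted p was 0.201 (permutation test). From the correlation with Slc6a13 and Eln, the paper proposes that these positional candidates associate more strongly with the darkgray module than with the pink module.

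**Figure D4:**
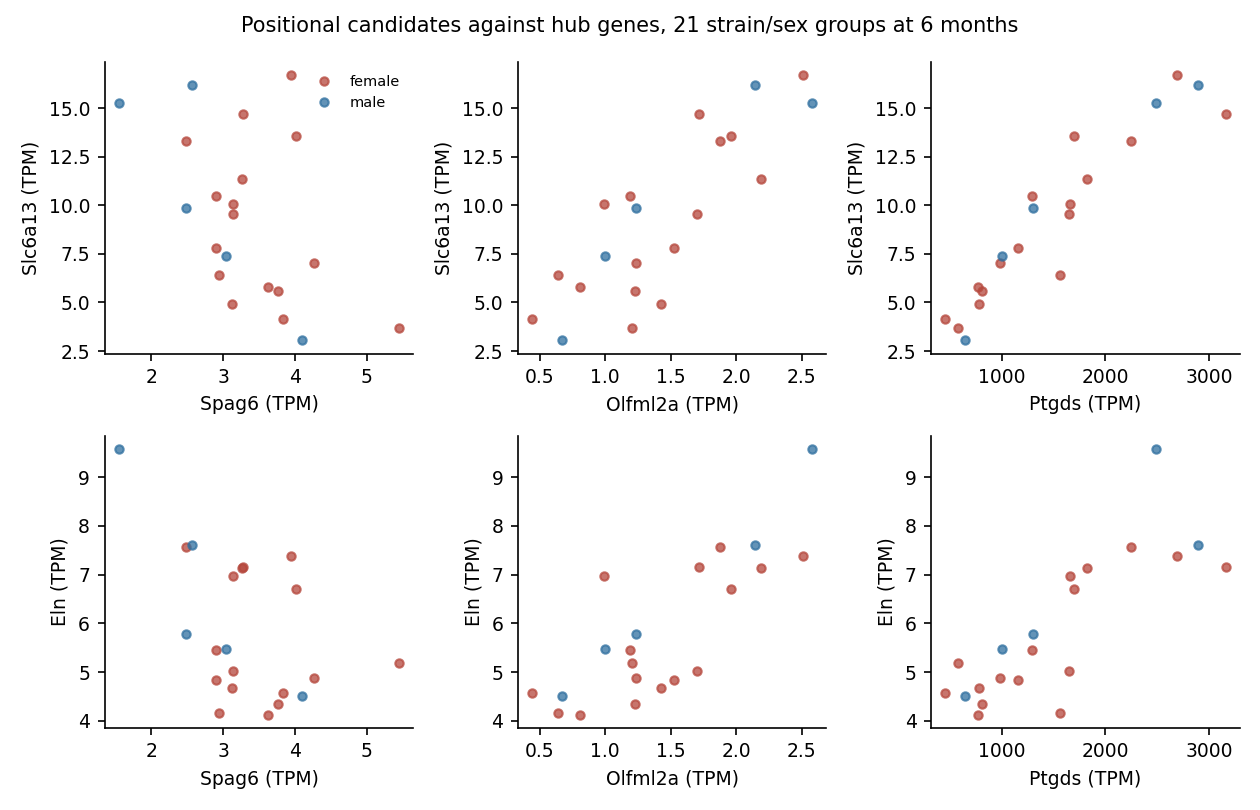
ComBat-corrected TPM of Slc6a13 and Eln against that of Spag6, Olfml2a and Ptgds at 6 months of age. Each point is one of 21 strain/sex groups, coloured by sex. Points rise from left to right for Olfml2a and Ptgds and fall for Spag6.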

Exactly, how genes and variants in the QTL regulate module expression remain to be elucidated; any number of positional candidates may play a role in transcription and gene regulation at the protein level rather than transcriptional level. Alternatively, a number of micro-RNAs (miRNAs) and long non-coding RNAs (lncRNAs) exist in the identified interval and may post-transcriptionally regulate module gene expression.

**FIGURE 5:**
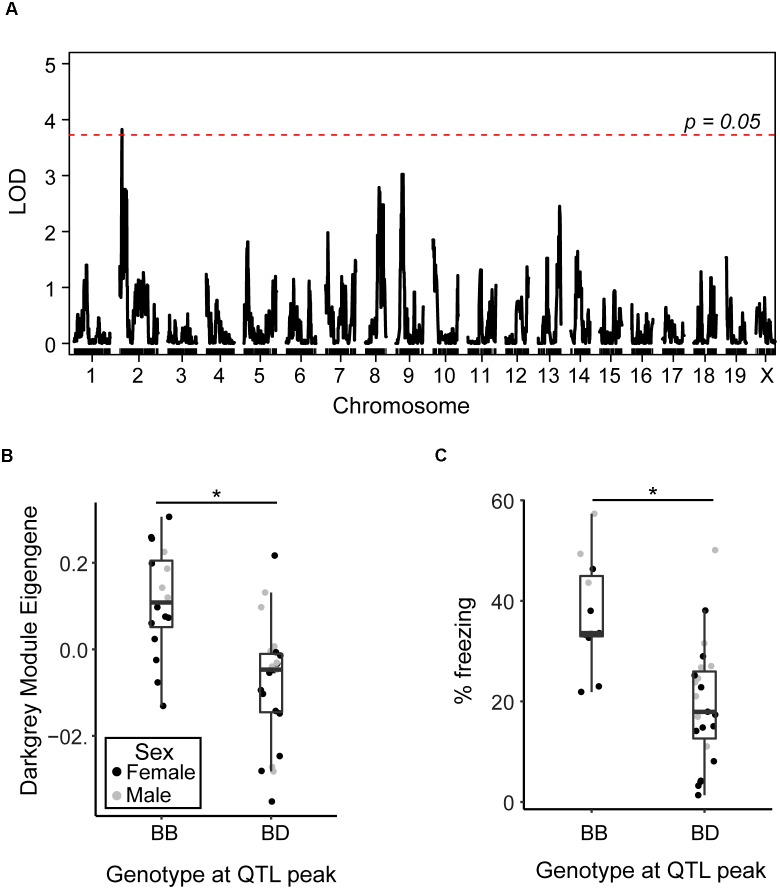
Identification of genomic regions underlying variation in resilience networks. **(A)** A significant quantitative trait locus (QTL) was identified as regulating the expression of the darkgray module (LOD = 3.8, 1.5 LOD interval = 15–44.5 Mb). **(B)** Strains carrying the *D* allele at the peak QTL marker exhibited significantly lower expression of the darkgray module [*t*(1, 37) = 4.4, *p* < 0.001]. **(C)** Strains carrying the *D* allele at the peak QTL marker with strain-matched 14 month cognitive data exhibited significantly worse contextual fear memory [CFM, *t*(1, 32) = 4.3, *p* = 0.0002]. ^∗^*p* < 0.05.

## Discussion

### Utility of the AD-BXDs for Studying Resilience

Resilience to AD, defined as better than expected cognitive functioning based on high pathology load or high-risk genetic background, has traditionally been difficult to study, both in mice and humans. Specifically, human individuals with intact cognitive functioning rarely enter the clinic, and if they do, lack of access to relevant brain tissue early in disease precludes the identification of causal molecular mediators of cognitive decline. Studies in the mouse have traditionally utilized only a single AD model (Onos et al., 2016), where genetic variance and phenotypic variance is low relative to a highly penetrant AD transgene. We overcome some of these barriers by utilizing the genetically diverse AD-BXD mouse population, as this series of genetically diverse inbred mice show highly variable susceptibility to disease (Neuner et al., 2018). All of the AD-BXD mice harbor a high-risk genotype in the form of the 5XFAD mutation, however not all strains show the expected degree of cognitive decline that is typically seen as a result of the aggressive 5XFAD transgene (Oakley et al., 2006). Instead, a number of strains demonstrate a certain degree of cognitive resilience (Figure 1). Given the inbred nature of the panel, the AD-BXDs represent an ideal opportunity to study the molecular determinants of resilience, as we now have the opportunity to obtain brain tissue early in disease while repeatedly sampling genetically identical individuals later in life in order to phenotypically classify certain strains as either susceptible or resilient to disease onset and better understand which individuals would have gone on to develop severe AD dementia.

### Hub Genes as Putative Candidates for Promoting Resilience

Here we identify two modules, the pink module and the darkgray module, as gene networks present early in disease that correlate with cognitive function later in life. It is our hypothesis that the biological pathways and processes represented by these modules play a role in priming the brain for late-life susceptibility or resilience to AD. As such, we hypothesize that manipulating the expression of either of these modules in the desired direction (i.e., down-regulating the pink module or up-regulating the darkgray module) early in life would maintain cognitive function late in disease, as observed in our resilient strains. Hub genes, or highly connected gene within a given module, represent viable targets to manipulate whole-module expression, and they likely influence expression of a number of their nearest neighbors. Here we nominate the top four candidates from each module as putative candidates that may be targeted to promote cognitive resilience. As the pink module was largely enriched for immune-related GO terms, a number of the candidates that emerged from this module related to immune function. Although neuroinflammation has repeatedly been identified as a point of therapeutic intervention in AD (Bronzuoli et al., 2016), our approach now provides precise targets that may be leveraged early in disease. One target, integrin subunit beta 2 (*Itgb2*) has been identified as a member of the module identified by Zhang et al. (2013) to be most highly associated with AD onset in human patients, suggesting that target in particular harbors translational relevance to human disease. Interestingly, the candidates nominated by prioritization of members in the darkgray module have more varied roles, as suggested by the more diverse GO terms enriched within the darkgray module. Two candidates, elastin (*Eln*) and actin, alpha 2, smooth muscle, aorta (*Acta2*) again highlight the critical role of brain vasculature in the maintenance of cognitive function, as *Eln* is a major structural component of arterial walls and *Acta2* has been implicated in vascularization and vascular branching (Rudnicki et al., 1990; Yamada et al., 1999; Wagenseil and Mecham, 2012). The two remaining candidates, solute carrier family 6 member 13 (*Slc6a13*) and *Gper1*, are both ion channels and receptors that have been implicated in neuronal signaling and synaptic plasticity (Briz et al., 2015; Chazalon et al., 2018). Of particular interest from the darkgray module is the gene *Slc6a13*, as this gene, a GABA transporter, has been identified as a potential blood biomarker in AD (Long et al., 2016), suggesting this gene (in addition to *Itgb2*) may have translational relevance to human disease. In summary, results here show that dampening specific immune system processes while enhancing vascularization and synaptic health early in life may promote cognitive resilience later in disease. In combination with specific candidate gene prioritization, this analysis now provides specific candidates on which to focus future studies.

### Identification of Genetic Mediators of Resilience

Here we show that genetic background explains a large portion of variation (∼15–20%) in cognitive functioning among AD-BXD strains. We then go on to identify a specific region on chromosome 2 that directly influences expression of one of our identified resilience modules, the darkgray module. While the region was too large in the mouse to narrow down specific gene variants involved in modifying resilience, a bulk of evidence suggests this region is relevant to AD in human populations as well. Portions of the identified QTL are syntenic to a region of chromosome 9 (specifically 9q34) in the human genome, and evidence that chromosome 9 may harbor variants that influence AD susceptibility has emerged from a number of linkage studies in FAD populations. Specifically, 9q34 was identified as linked to AD onset in autopsy-confirmed familial AD patients in 1999 (Kehoe et al., 1999) and again in a study using 466 FAD families in 2000 (Pericak-Vance et al., 2000). Future studies that add additional AD-BXD strains in order to increase mapping power may be able to narrow this genomic interval and identify causal gene variants, which would better inform human studies seeking to identify novel AD genes. As none of our identified hub genes reside in this QTL, it is likely that the genes located within the QTL exert their effect on module expression at the protein level, a possibility that will be examined in future studies. In addition, a number of non-protein coding genes exist in the interval, such as micro-RNAs and long non-coding RNAs. These types of molecules have been shown to exert large effects on transcriptional networks (Gamazon et al., 2012; Jalali et al., 2013; Brown et al., 2014), but were largely excluded from the WGCNA module assembly, as our RNA isolation and library preparation protocol targeted poly-A enriched mRNAs. Future work will examine the possibility that genetic variation in a number of these non-coding genes may work to influence transcriptional networks underlying AD resilience.

### Conclusions and Future Directions

Overall, work presented here takes advantage of the significant opportunity provided by the AD-BXDs and the reproducibility inherent to utilizing inbred mouse strains in a well-controlled environment to make one of the first attempts to map the transcriptional network underlying cognitive resilience to AD. Our results suggest cognitive resilience results from fine-tuned balance between low inflammation levels and high vascular and synaptic function early in life, and provides not only general pathways but specific candidates that may represent valuable intervention points in future studies. Numerous validation studies will need to be carried out to confirm or refute the hypotheses presented here, but these studies will be greatly facilitated due to the rigor and reproducibility afforded by the AD-BXD panel. As there is currently no cure for AD, understanding the mechanisms that protect some individuals from developing this devastating disease would be instrumental in developing novel therapeutics and ultimately, finding a cure.

## Data Availability Statement

The RNA-seq generated here is available on Gene Expression Omnibus (GEO) as GSE119215. RNA data previously reported (Neuner et al., 2018) is available on GEO as GSE101144. All raw data, including raw phenotype information, has been deposited in the AMP-AD Knowledge Portal synapse at the following link: https://doi.org/10.7303/syn17016211. Strain-averaged behavioral data has been deposited on GeneNetwork.org and is available as Record IDs 20473-20964.

## Author Contributions

SN and CK conceived of the experiments, designed the experiments, and wrote the manuscript. J-GZ and SN conducted bioinformatics experiments. SN, SH, VP, and CK assisted in data analysis and interpretation. All authors read and approved of the final manuscript.

## Conflict of Interest Statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

How the deposited data were processed for this re-analysis (not part of the article)

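Hippocampal RNA-seq values of 88 AD-BXD mice carrying the 5XFAD transgenes were analysed, 38 at 6 months and 50 at 14 months of age. The deposited expected counts are the reads that the authors' GBRS pipeline assigned to each gene, summed over the B and D alleles and not normalized. The deposited TPM are the transcript abundances from the same quantification, before batch correction. The ComBat-corrected TPM are TPM that the authors adjusted for batch over all their samples, so 3.51% of the values of these mice are below 0 and the unit is no longer strictly TPM. Negative values were set to 0 before taking logarithms. The corrected table also held 202 columns for other samples, which were not used. In each mouse, uncorrected and corrected values were compared across genes, and the lowest Pearson r was 0.991. Ensembl identifiers were matched to symbols with the GENCODE annotation of GRCm38, which left 24 identifiers of the count table and 124 of the corrected table without a symbol. Between these tables, 14112 genes were shared.

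The count and TPM tables hold part of the genes, so the totals per mouse are not the depth of the whole library. Those totals ranged from 1698143 to 46896812 expected counts, with a median of 20029543. The 12018 genes with at least 1 TPM in at least 50% of the mice entered the count test. Counts were averaged within strain, sex and age and rounded. The paper used DESeq2. Here the main test was the quasi-likelihood test of edgeR 4.0.16 with TMM normalization and sex as a covariate, and DESeq2 1.42.0 was an alternative. A Benjamini-Hochberg adjusted p-value under 0.05 was the threshold. The procedure was tested on simulated data. Changes were added to 200 of 12018 genes, and 99 of 100 changes of 0.5 on the log2 scale and 100 of 100 changes of 1 were recovered, with 11 unchanged genes called. The simulated counts varied independently between groups, without differences in strain, batch or tissue content. Smaller changes, such as those of the neuronal and synaptic genes, were not simulated, so their recovery is not known.

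Marker scores were the mean log2(TPM + 1) over lists of genes written before the data were examined, and score differences were tested with two-sided permutation tests of 100000 resamples within sex. The numbers of list members among changed genes were tested with two-sided Fisher's exact tests against all genes tested. Fisher's test takes genes as independent, and the permutation test keeps groups as the replicates. Both kinds of p were adjusted over 20 lists. Listed module members were compared with 10000 random lists matched on mean expression. Correlations across strain/sex groups were tested by two-sided permutation, and intraclass correlations of isogenic mice by one-sided permutation within sex. The genes named are those that the paper names in its results, the genes with the largest and the smallest log2 fold change among those past the threshold, and the members of each marker list with the smallest adjusted p, by a rule set before the data were examined. The alternatives covered normalization, filters, covariates, averaging, the unit, the pseudocount, females only and each strain left out in turn. Programs were R 4.3.3 with limma 3.58.1 and sva 3.50.0, and Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. Behaviour, genotypes, the gene set enrichment software and the QTL mapping were left out, since they need inputs other than the expression tables. The co-expression network was not rebuilt, for the reason given with the modules.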

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

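The tests of the mouse of strain 34 and of the choroid plexus markers were chosen only after these results were seen, from lists of marker genes written before. Among 62 groups of values searched for a sample far from the others, 9 held one, against 3.10 expected by chance. The gap to the nearest sample, divided by the range, is given for each.

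One 6-month female of strain 34 had the lowest value of the 4 mice of its group in 6 scores. The gap was 0.840 of the range for astrocytes, 0.839 for oligodendrocyte precursor cells, 0.839 for neurons, 0.973 for ionotropic glutamate receptors, 0.947 for GABA-A receptors and 0.931 for postsynaptic density genes. Its neuronal score was 8.25, against 8.77 to 8.87 in the other mice. All 6 scores were also far from the others in the uncorrected TPM, so the authors' batch correction does not account for them. RNA from choroid plexus does not either, since the choroid plexus score of the mouse was 5.18 and 1 of the other 3 mice had a higher one. The 10 highest genes took 7.45% of the TPM in this mouse, against at most 6.33% in the other 6-month mice and 5.07% in those of the strain, a difference too small to lower the other genes by as much as the scores fell. Its total was 6574001 expected counts, and 1 6-month mouse had a lower total, 5017501. That mouse of strain 99 had an r of 0.985 of log2 uncorrected TPM with its isogenic mouse over the genes that passed the filter, against at most 0.912 for the mouse of strain 34 with its own. The 14-month male group of strain 56, a single mouse with 1698144 expected counts, had a neuronal score of 8.84. Low depth alone does not account for the low scores. No biological explanation was tested, since the design names no condition that sets this mouse apart from its isogenic group.

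In the same group, Acta2 was lowest in a different mouse, at 14.0 TPM against 36.0 to 39.9 TPM, with a gap of 0.848 of the range. The leptomeninges score was highest in another mouse, at 4.41 against 3.86 to 3.87, with a gap of 0.974. Among the 5 male groups at 6 months, the chemokine ligand score was highest in strain 68, at 2.22 against 1.87 to 1.97, with a gap of 0.719. No explanation was tested for these values.

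The paper does not discuss choroid plexus genes. Their score was 1.19 higher at 14 than at 6 months after adjustment for sex (two-sided permutation test, p = 0.00526, adjusted p = 0.0117), and it was higher in 12 of 15 strain and sex combinations. The SD between groups was 1.93 at 6 months and 1.26 at 14 months, larger than the difference. Of the 8 choroid plexus markers in the count test, 0 were higher and 0 were lower. The smallest adjusted p among them was 0.0770, for Otx2 (log2 fold change 0.56, edgeR's quasi-likelihood test). Between isogenic mice of one age, the markers varied as one block, with a mean pairwise r of 0.975 over 65 mice and an SD of 1.68. A candidate explanation is that differing amounts of choroid plexus were taken with the hippocampus, and the age difference cannot be told apart from it.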

How the results depend on the processing

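The alternatives were set before the data were examined, except the covariates for choroid plexus and for depth, limma over all genes of the corrected table and the removal of a mouse of strain 34, which were chosen after seeing the data. The cause of the changes below was not tested.

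The number of changed genes stayed within 1.5 times the main count with DESeq2, edgeR's RLE normalization, both other gene filters, no sex covariate, the strain and sex block, individual mice, summed counts, 1 surrogate variable, limma on the corrected TPM and the depth covariate, with 2218 to 4300 genes. It moved further in females only (1384 genes, 994 higher and 390 lower, of which 1363 were also in the main count) and with the choroid plexus covariate (1568 genes, 1100 higher and 468 lower). The number of lower genes also moved to 1890 with individual mice and to 2156 with 1 surrogate variable. The strain and sex block gave 3247 genes, of which 2293 were also in the main count. All 2879 genes of the main count kept their direction in that fit. Across 26 fits that each left out one strain, 2025 to 3792 genes changed, with 1346 to 2133 higher and 679 to 1659 lower.

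No score changed its side of the threshold or its direction with a pseudocount of 0.1, a mean of z-scores or abundant members only. In uncorrected TPM, the glutamate receptor difference (-0.081) and the postsynaptic density difference (-0.078) were no longer past it. In females only this held for myelinating oligodendrocytes (0.12), choroid plexus (0.84), glutamate receptors (-0.091) and postsynaptic density genes (-0.080), and the immediate early gene difference reversed (-0.27). With individual mice, glutamate receptors (-0.080) fell below the threshold, ependyma (0.23) passed it and immediate early genes reversed (-0.012). In the strain and sex block, ependyma (0.27) and GABA-A receptors (-0.13) passed it, and endothelial cells (-0.00818) and immediate early genes (-0.13) reversed. With the choroid plexus covariate, glutamate receptors (-0.086), synaptic vesicle genes (-0.055) and postsynaptic density genes (-0.068) were no longer past it, and endothelial cells (-0.024), leptomeninges (-0.019), ependyma (-0.00527) and immediate early genes (-0.026) reversed. The reversed differences were not past the threshold under either setting.

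The correlations of Ptgds and Olfml2a with Slc6a13 and Eln kept their direction and side of the threshold under every alternative. On the log2 scale, Spag6 passed it with Slc6a13 (-0.543) and Eln (-0.504). Across 18 sets that each left out one strain, its r ranged from -0.615 to -0.402 with Slc6a13 and from -0.547 to -0.274 with Eln. In 5 of these sets with Slc6a13 and in 5 with Eln, the Spag6 correlation passed the threshold. Weak correlations with pink candidates changed sign in females only, at -0.119 for Spag6 with Ctsh, 0.114 for Ptgds with Fcgr2b and 0.137 for Ptgds with Hcls1. Spearman's rho did so for the same pairs, at -0.0312, 0.0234 and 0.0247. With each strain left out, r ranged from -0.113 to 0.370 for Olfml2a with Hcls1, from -0.179 to 0.133 for Ptgds with Fcgr2b, from -0.138 to 0.184 for Ptgds with Hcls1, from -0.229 to 0.0328 for Ptgds with Itgb2 and from -0.105 to 0.170 for Spag6 with Ctsh.

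Intraclass correlations near 0 changed sign, in uncorrected TPM for Eln (0.0417) and Gper1 (-0.0462), and in 14-month mice for Acta2 (0.0596), Gper1 (-0.101) and the darkgray score (-0.279). Without the mouse of strain 34 with low scores, the intraclass correlation was 0.0211 for darkgray and 0.427 for pink. The first principal component shares and mean pairwise correlations of the pink and darkgray members moved by less than their spread under every alternative. Among single genes and pairs of genes outside those above, 9 results in females only, 3 with the choroid plexus covariate, 2 in the strain and sex block and 2 with individual mice were no longer past the threshold, nor were 1 with limma on the corrected TPM and 1 with Spearman's rho. The opposite change was seen for 1 on the log2 scale and 1 with individual mice. Leaving out strains made 9 of 1234 such results weaker and 5 stronger. The few male groups at 6 months limit what can be said about sex.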

Differences from the paper's values

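The paper's number of genes that change with age is 1278, and 2879 were found here in the mice analysed. Of these, 1708 were higher at 14 months, against the paper's 774, and 1171 were lower, against the paper's 504. Among the alternatives set before the data were examined, females only gave 1384 genes, 994 higher and 390 lower, within 1.5 times the paper's counts. The fit without strain D2 gave 679 lower genes, also within 1.5 times, but not for all genes (2025) or higher genes (1346). The other alternatives of that kind, DESeq2 included (3112 genes), did not close the gap. The choroid plexus covariate, chosen after seeing the values, came within 1.5 times the paper's counts too, with 1568 genes, 1100 higher and 468 lower.

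The paper's correlation of the darkgray eigengene with mean standardized expression is 0.93, over all member genes. The value here was 0.9997, over the 99 listed members of a module of 128, so a part is set beside the whole. None of the alternatives set before the data were examined closed this gap. All of them used listed members only, so they could not test whether the unlisted members account for it.

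The paper states that Spag6 is highly correlated with Slc6a13 and Eln, and gives no sign or r. Over the 21 groups here, part of the paper's 6-month data, the correlations were negative, at -0.488 and -0.481. They were not past the threshold (permutation test, adjusted p = 0.0545 and 0.0563). Without the 2 groups farthest from the median of Spag6, both were -0.284. A difference in sign from the paper is therefore not shown.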

Other observations

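The covariates for choroid plexus and depth, the partial correlations, and the tests of Spag6l and of the female with low Xist were chosen only after the results were seen.

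The ages were compared with other splits of the groups within sex. Of 40 splits, 1, the real one, gave as many genes changed between the ages, and the other 39 gave at most 0 genes. For a sex difference of the age effect, 40 of 40 splits gave as many genes as the 0 found (at an unadjusted p under 0.05, 319 genes). Any split gives at least that many, so this count was certain in advance and tests nothing. With depth as a covariate, 2861 of the 2879 genes stayed past the threshold, so depth does not account for them. With the choroid plexus score as a covariate, 1526 stayed past it, and all 2879 kept their direction. For the others, differing amounts of choroid plexus taken with the hippocampus and a loss of precision from the covariate cannot be told apart here.

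The intraclass correlation of the darkgray score in isogenic mice was 0.0495, not distinguishable from 0 (one-sided permutation test, p = 0.385). For the pink score it was 0.333 (p = 0.176), and strain background is left open for both scores. Markers of leptomeninges outside the module had an r of 0.835 with the darkgray score across 38 mice at 6 months (two-sided permutation test, p = 1e-05, adjusted p = 8e-05 over 8 lists, rho = 0.912, permutation p = 1e-05), and 0.818 without the 2 farthest mice. The smallest p the resamples can give is 1e-05. Between isogenic mice, as deviations from their strain and sex mean, r was 0.851 over 29 mice (permutation test, p = 0.000140, adjusted p = 0.00112). For choroid plexus markers r was 0.576 across mice (permutation test, adjusted p = 0.000587, rho = 0.621). Between isogenic mice it was 0.539 (permutation test, adjusted p = 0.198), so these markers cannot decide. For endothelial markers r was 0.649 across mice (permutation test, adjusted p = 8e-05, rho = 0.839) and 0.921 without the 2 farthest. Between isogenic mice it was 0.588 (permutation test, adjusted p = 0.0755). Mural cell markers had an r of 0.472 across mice (permutation test, adjusted p = 0.00490, rho = 0.598). Between isogenic mice their r was 0.289 (permutation test, adjusted p = 0.442). Differing amounts of leptomeninges taken with the hippocampus are a candidate explanation for the shared variation of the listed darkgray genes. For vessels, neither the endothelial nor the mural cell correlation between isogenic mice was past the threshold, so vessel content is left open. Without the 2 farthest mice, r between isogenic mice was 0.776 for endothelial, 0.571 for mural cell and 0.801 for leptomeninges markers. These values do not separate leptomeninges from vessels. The scores used the markers outside the module, 10 endothelial, 3 mural cell and 5 leptomeninges genes.

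With the leptomeninges score held constant, the median partial r of Spag6, Olfml2a and Ptgds with Slc6a13 and Eln was 0.588, against 0.812 without it, medians that pool both signs. The r of Olfml2a went from 0.837 to 0.600 with Slc6a13 and from 0.809 to 0.577 with Eln. That of Ptgds went from 0.936 to 0.886 and from 0.815 to 0.660. That of Spag6 hardly moved, from -0.481 to -0.473 with Eln, and with Slc6a13 from -0.488 to a value slightly further from 0. Holding the score constant lowered the correlations of Olfml2a and Ptgds without removing them. A marker score is a partial measure of leptomeninges content, so what remains cannot rule that content out. For Spag6, whose r with the score was -0.216, there was little to remove. The paralog Spag6l, listed by Supplementary Table S1 under another module, had an r of 0.508 with Slc6a13 (two-sided permutation test, p = 0.0207), and the sum of Spag6 and Spag6l had an r of 0.209 (permutation test, p = 0.362). The sum mostly follows Spag6l, the more abundant gene, so its r cannot decide whether reads of the paralogs were exchanged. Between Spag6 and Spag6l, r was 0.0583 (permutation test, p = 0.803).

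The immediate early gene score did not differ between the ages, at 0.00200 (two-sided permutation test, p = 0.990). It was -0.27 in females and 0.60 in males, a sex difference that failed the correction (permutation test, p = 0.00890, adjusted p = 0.107). The score of genes expressed by microglia at plaques rose by 0.53 in females and 1.05 in males, a difference between the sexes that failed the correction too (permutation test, p = 0.0107, adjusted p = 0.107). No other of the 20 lists had an unadjusted p under 0.05 for a sex difference.

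In one 14-month female of strain 55, the corrected Xist value was -5.31, against at least 82.6 TPM in the other 28 females of that age. Its Ddx3y was 1.08 TPM, against a median of 23.6 TPM in 21 males, so it is not a mislabelled male. Of the genes Kdm6a, Ddx3x, Eif2s3x, Kdm5c and Pbdc1, which escape X inactivation, 1 (Eif2s3x, named after its value was seen) was at or under the median of the males. In this mouse Pbdc1 was 13.7 TPM and Eif2s3x 61.0 TPM, both under the lowest of the other females (14.4 and 87.6 TPM). Kdm6a, Ddx3x and Kdm5c lay between the medians of the males and of the other females. Full or partial loss of one X chromosome is therefore left open. Other technical explanations and a biological one were not tested.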
